A study of Mus musculus with 8 samples.

How the data were processed

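RNA was measured in nuclei of cortical GABAergic neurons from juvenile mice, with 1 library per mouse. GABAergic neurons are the inhibitory neurons of the cortex. Per the labels' protocols, a Cre-dependent reporter gave these neurons a fluorescent nucleus, nuclei were collected with a cell sorter, cDNA was made with the SMART-Seq v4 chemistry, libraries were made with Nextera XT and single-end reads came from an Illumina NextSeq instrument. Nuclear RNA holds much unspliced transcript, so reads from introns can count towards a gene where the counting includes them.

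The files hold raw counts of reads per gene, as deposited by the authors, with 1 file per library and 55341 gene symbols in each. The labels and files do not state the aligner, the counting program, the genome build, the annotation, the use of strand or the treatment of introns. The set of symbols was identical to the 55341 symbols of the GENCODE M21 annotation of mouse build GRCm38, so gene positions are given in that build. Each file held 0 rows that name no gene. In all, 114 symbols were held by more than 1 gene identifier in that annotation, and 26684 genes had no count in any library. Among 1333 protein-coding genes whose whole body lies inside other genes, 1329 (99.7%) were listed at 0 in all 8 libraries, and this held for 747 of 748 genes inside genes of the opposite strand. Of 11727 protein-coding genes that share no base with another gene, 21.5% were at 0. A count of 0 for a gene inside another gene is therefore not read as absence of expression here, and overlapping or antisense genes are uncertain.

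Groups were taken from the titles of the samples. The PTU group (mice 9 to 12, n = 4) was hypothyroid, through propylthiouracil, a blocker of thyroid hormone synthesis, given to the pregnant mothers. The PTU+TH group (mice 13 to 16, n = 4) was hypothyroid in the same way and was given thyroid hormone (TH) 24 h before the brain was taken. The labels give no sex, litter or batch. Over pairs of libraries of the same group, the chi-square statistic of the counts per degree of freedom lay between 8.38 and 72.61 in the 12 pairs, so no library was a copy of another within sampling noise.

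Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept with filterByExpr, libraries were scaled by the trimmed mean of M values (TMM), and the robust quasi-likelihood test was fitted with the group as the only term. P-values were two-sided and adjusted by Benjamini-Hochberg over the 17355 genes kept, and a gene was called at an adjusted p under 0.05. Abundance is given in CPM, the count scaled by library size after TMM, computed here from the deposited counts, as mean ± SD over 4 libraries. Log2 fold changes are PTU+TH over PTU with their standard errors (SE). Library totals and numbers of detected genes were compared with exact permutation tests, two-sided, over 70 arrangements, whose smallest p is 0.0286.

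The 17 gene lists were fixed from general knowledge before the data were examined. They cover TH-induced genes, TH signalling components, maturation of parvalbumin (PV) neurons, markers of the SST, VIP and LAMP5 classes of GABAergic neurons, pan-GABAergic genes, the perineuronal net, excitatory neurons, striatal GABAergic neurons, astrocytes, oligodendrocytes and their precursors, microglia, endothelium, immediate early genes and the circadian clock. Each list was tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01 on log2 CPM with a prior count of 2, adjusted over the 17 lists, and single members were also adjusted over the list alone. The genes named were the 5 largest rises and the 5 largest falls among called genes with a mean of at least 1 CPM and with all 4 libraries of a group above all 4 of the other, leaving out gene models without a proper symbol, together with members of the lists. The rule was written before the data were examined.

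Simulated data for PTU+TH against PTU were used to test the scripts, with counts drawn for 17355 genes from the means and library sizes of the real libraries. Of 200 genes changed by a log2 fold of 1, 66% were recovered with 11 false calls. Of 200 changed by 0.58, 29% were recovered with 3 false calls, and of 200 changed by 2, 90.5% were recovered with 15 false calls. Calls in the wrong direction numbered 0, and simulated data without changed genes gave 0 calls. Changes below a log2 fold of 1 can thus be missed at this number of libraries.

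Alternatives covered the scaling (RLE, upper quartile and library totals only), the tool (DESeq2 1.42.0, limma voom with and without quality weights), the filter, the threshold, thinning of all libraries to the smallest total, removal of mitochondrial and ribosomal protein genes, covariates (Y-linked genes, the excitatory neuron list, and a surrogate variable from sva 3.50.0), the set test (fry, and camera with an estimated correlation) and leaving out each library in turn. A correction for gene length or GC content, a fit of the 6 libraries with Y-linked counts, a fit of genes with over 90% of their body free of other genes and a covariate for mouse number were added after the data had been seen. Corrections for length or GC content fitted a spline with 5 degrees of freedom to each library. Figures and tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

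Totals ranged from 21762810 to 29084071 counts per library. Before TMM scaling, a gene with 3 counts, the upper limit that a count of 0 allows, stood at 0.103 to 0.138 CPM. The TMM factors ranged from 0.919 in PTU mouse 11 to 1.108 in PTU mouse 9. In the CPM used elsewhere, the floor is thus higher than before scaling in libraries with a factor below 1, such as mouse 11. Such floors cover counting error only, because the reads carry no molecular identifiers and copies made by PCR are not independent molecules. Enrichment of annotated functions was not analysed here, and some results for single list members are not reported here.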

Results

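The series compared nuclear RNA of sorted cortical GABAergic neurons between hypothyroid juvenile mice (PTU, n = 4) and hypothyroid mice that had received thyroid hormone (TH) 24 h earlier (PTU+TH, n = 4). Its title places the work in the postnatal maturation of parvalbumin (PV) neurons, a class of fast-spiking inhibitory neurons. The comparison asks which transcripts differ a day after TH is restored. Library totals averaged 24.0 ± 1.39 M counts in PTU and 24.1 ± 3.37 M in PTU+TH (SD, n = 4 each), and the groups did not differ (exact permutation test, two-sided, p = 1). At least 1 count was found for 23153 ± 229.9 genes per library in PTU and for 23038 ± 88.5 in PTU+TH, a difference of -114.5 genes (SD, n = 4 each; exact permutation test, two-sided, p = 0.371). Without mouse 11 of the PTU group this difference was -220.7 genes, with an exact permutation p of 0.0286, the smallest that 35 arrangements allow.

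Protein-coding genes took 94.6% ± 0.22 of the counts and mitochondrial genes 0.00228% ± 0.00062 (SD, n = 8). The most abundant gene in each library was Meg3, with 1.24% to 1.62% of the counts. The GABAergic markers Gad1 and Gad2 stood at 471 ± 51.7 and 427 ± 25.9 CPM in PTU and at 422 ± 22.3 and 458 ± 24.3 CPM in PTU+TH (SD, n = 4 each). Neither gene differed between the groups (edgeR quasi-likelihood test, adjusted p = 0.669 and 0.802). The excitatory neuron gene Slc17a7 stood at 35.2 ± 18.6 CPM in PTU and 38.5 ± 15.6 CPM in PTU+TH (SD, n = 4 each), with a spread between mice larger than the difference. Counts of the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y were 0 in PTU+TH mice 15 and 16 and ranged from 837 to 5823 per gene in the other 6 libraries.

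Of 17355 genes tested, 368 differed between PTU+TH and PTU at an adjusted p under 0.05 in the edgeR quasi-likelihood test, 258 higher and 110 lower in PTU+TH. At an unadjusted p under 0.05 there were 2214. The median log2 fold change was 0.80 among the called genes that were higher and -0.59 among those that were lower, and 92 rises and 19 falls exceeded a factor of 2. In 367 of the 368 called genes all 4 libraries of a group lay above all 4 of the other. Over all tested genes this held for 1512 (8.71%), against 2.86% by chance. Among the alternatives, the smallest count was 40 genes, 38 of them higher, in a test against a fold change of 1.5, and the largest was 991, with a surrogate variable as a covariate. Leaving out a library gave between 182 genes, without PTU+TH mouse 15, and 499 genes, without PTU mouse 9. In the 6 libraries with Y-linked counts 58 genes were called, 55 of them among the 368.

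**Figure D1:**
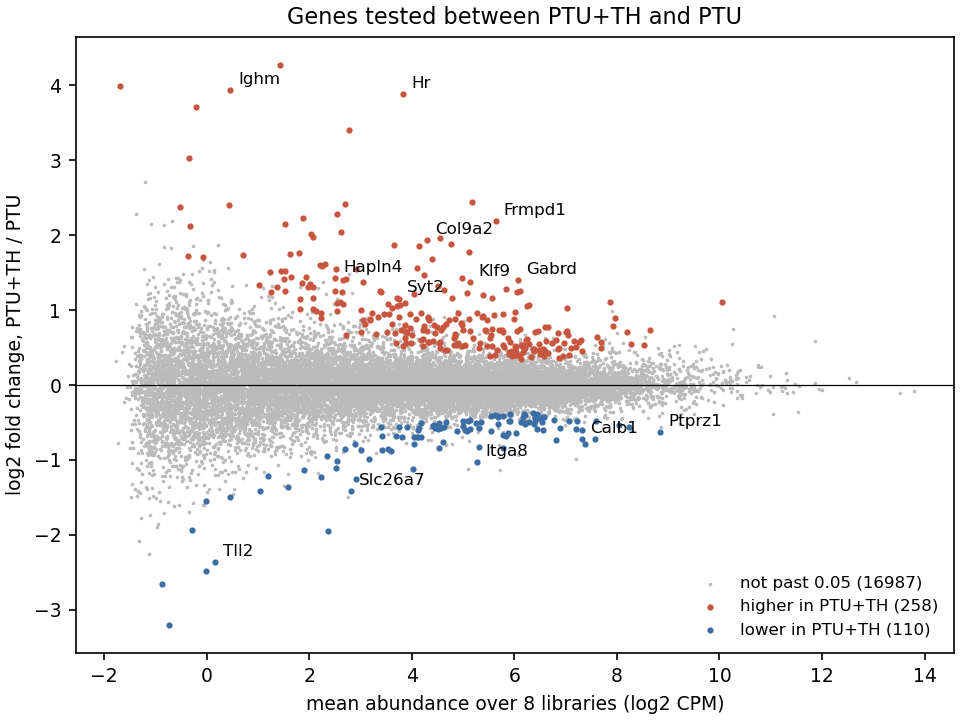
Log2 fold change of PTU+TH over PTU (vertical axis) against mean abundance in log2 CPM over the 8 libraries (horizontal axis), with a point per tested gene. The 258 genes called higher are red, the 110 called lower are blue and the others are grey.

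By the fixed rule, the largest rise was that of Ighm (chromosome 12, 113418558 to 113422730), a gene with few counts. It had 9, 3, 4 and 0 counts in the PTU libraries and 51, 36, 70 and 78 in the PTU+TH libraries (log2 fold change 3.93, SE 0.60, edgeR adjusted p = 0.00379). The next was Hr (chromosome 14, 70552212 to 70573548), which rose from 1.80 ± 0.53 to 26.6 ± 1.62 CPM (SD, n = 4 each; log2 fold change 3.88, SE 0.20, edgeR adjusted p = 6.59e-07), the smallest adjusted p of all tested genes. Slc35g1 rose from 1.29 ± 0.22 to 6.07 ± 1.35 CPM and Dhrs7c from 0.43 ± 0.27 to 2.27 ± 0.75 CPM, with edgeR adjusted p-values of 0.000293 and 0.012. Robo3 rose from 2.05 ± 0.32 to 10.9 ± 7.88 CPM (SD, n = 4 each; edgeR adjusted p = 0.0408), with a wide spread among the PTU+TH libraries. Its adjusted p was above 0.05 under 8 of 13 alternatives, 0.125 at most. That of Dhrs7c was 0.0516 without PTU+TH mouse 13.

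The largest falls were smaller than the largest rises. Tll2 had 46, 51, 49 and 34 counts in PTU and 15, 13, 0 and 7 in PTU+TH (log2 fold change -2.37, SE 0.56, edgeR adjusted p = 0.0497), and lost its call under 9 of 13 alternatives, with an adjusted p of up to 0.153. Slc26a7 fell from 10.2 ± 2.62 to 3.82 ± 1.15 CPM (SD, n = 4 each; log2 fold change -1.42, edgeR adjusted p = 0.0109) and kept its call under all 13. Colq, Styk1 and Msln had log2 fold changes of -1.49, -1.36 and -1.23 with edgeR adjusted p-values of 0.0407, 0.0232 and 0.0345. They lost the call under 8, 4 and 6 of the 13 alternatives, with adjusted p-values of up to 0.138, 0.0876 and 0.124. Colq shares most of its body with other genes (43.2% free), which makes its counts uncertain.

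Further genes were picked for their small p-values after the values were seen. Frmpd1 (chromosome 4, 45184875 to 45285936) rose from 17.9 ± 3.38 to 81.3 ± 8.94 CPM and Gls2 from 15.7 ± 1.17 to 53.8 ± 6.55 CPM (SD, n = 4 each; edgeR adjusted p = 3.74e-06 for both). Col9a2 and Arhgef37 rose by log2 fold changes of 1.93 and 1.69 (edgeR adjusted p = 5.1e-06 for both). Among the falls, Itga8 (chromosome 2, 12106632 to 12301922) went from 51.8 ± 6.22 to 25.4 ± 1.00 CPM (SD, n = 4 each; edgeR adjusted p = 0.000157). These 5 genes were called under all 13 alternatives run for single genes.

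A list of 14 genes known from general knowledge to respond to TH was tested as a set. Of the 13 tested members, 11 rose, 7 were called higher and 0 lower over all genes tested, and 8 were higher when adjusted over the list alone. The list was higher in PTU+TH (camera adjusted p = 6.74e-10, median log2 fold change 0.77), also with fry (adjusted p = 0.00052) but not with an estimated correlation (0.0709). Beside Hr, Klf9 rose from 19.6 ± 5.89 to 50.9 ± 8.26 CPM, Dbp from 7.44 ± 1.82 to 15.9 ± 1.5 CPM and Itga7 from 8.16 ± 0.76 to 18.2 ± 0.83 CPM (SD, n = 4 each; edgeR adjusted p = 0.00223, 0.00639 and 0.000293). Flywch2, Sema7a and Cntn2 had log2 fold changes of 1.06, 0.94 and 0.50 (edgeR adjusted p = 0.00102, 0.0106 and 0.00672). Aldh1a1 passed only when adjusted over the list alone (0.0438). Nrgn, Rasd2 and Thrsp rose and Camk4 and Stard4 fell without passing.

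**Figure D2:**
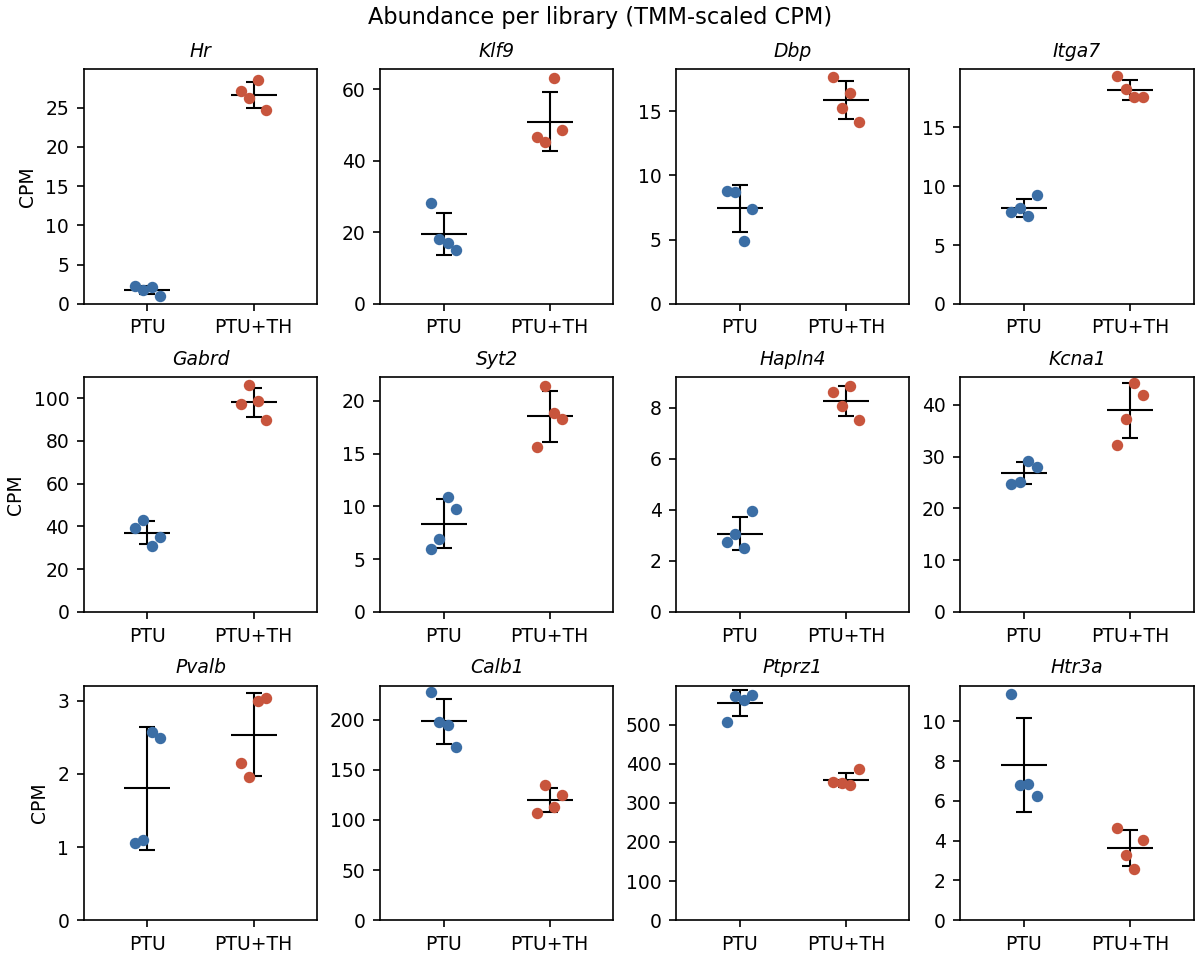
Abundance in TMM-scaled CPM (vertical axes, from 0) of 12 genes in each of the 4 PTU libraries (blue) and 4 PTU+TH libraries (red), with the mean as a wide bar and the SD as an error bar. The groups do not overlap except for Pvalb.

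The TH signalling components, which are receptors, cofactors, transporters and deiodinases, had 0 called genes among 12 tested over all genes, and the list did not differ (camera adjusted p = 0.516). Adjusted over the list alone, Thra, Rxra and Rxrg were lower, all at 0.0284, with log2 fold changes of -0.26, -0.41 and -0.67. Thrb did not differ (log2 fold change 0.23, edgeR adjusted p = 0.703).

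The PV neuron maturation list addressed the class named in the title. Of 15 tested members 10 rose and 5 fell, 4 were called higher and 0 lower over all genes tested, and 5 were higher when adjusted over the list alone. The list was higher by camera (adjusted p = 0.00739, median log2 fold change 0.28), but not by fry (0.215), by camera with an estimated correlation (0.642), without PTU mouse 9 (0.0835) or without PTU mouse 10 (0.0777). Syt2 (chromosome 1, 134646677 to 134762593) rose from 8.38 ± 2.32 to 18.5 ± 2.40 CPM (SD, n = 4 each; edgeR adjusted p = 0.00603) and was called under all 13 alternatives. Nefh, Kcna1 and Ppargc1a rose by log2 fold changes of 0.73, 0.54 and 0.51 (edgeR adjusted p = 0.0168, 0.0301 and 0.0407). They lost the call under 3, 5 and 6 of the fits that left out a library, with adjusted p-values of up to 0.0695, 0.114 and 0.141. Kcnc1 (log2 fold change 0.34) passed when adjusted over the list alone (0.0469) and over all genes when the sets of mice 9, 10, 13, 14 and 11, 12, 15, 16 were a covariate (edgeR adjusted p = 0.0489). Pvalb itself was low, with 1.80 ± 0.84 CPM in PTU and 2.54 ± 0.56 CPM in PTU+TH (SD, n = 4 each), and was not called (log2 fold change 0.50, SE 0.34, edgeR adjusted p = 0.629). It was higher in PTU+TH within each set, with 1.06 and 1.09 CPM in mice 9 and 10 against 2.15 and 1.96 in mice 13 and 14, and 2.57 and 2.49 in mice 11 and 12 against 3.0 in both mice 15 and 16. With the sets as a covariate it was still not called (log2 fold change 0.58, edgeR adjusted p = 0.288). Of the 5 members that fell, Erbb4, Kcnc2, Cntnap4 and Kcnab1 had log2 fold changes of -0.07, -0.03, -0.26 and -0.26, and the 6 uncalled members that rose ranged from 0.06 (Mef2c) to 0.50 (Pvalb). The direction of Erbb4 and Kcnc2 changed when single libraries were left out, as did that of Mef2c, and Kcnab1 has 18.9% of its body free of other genes. Cox6a2 lies inside another gene and was listed at 0.

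Markers of other GABAergic classes were compared in the same way. All 7 tested VIP class members fell (camera adjusted p = 0.0134, fry 0.020, estimated correlation 0.173, and camera 0.0563 without PTU mouse 9), and 1 was called. That gene, Htr3a, fell from 7.82 ± 2.38 to 3.63 ± 0.90 CPM (SD, n = 4 each; edgeR adjusted p = 0.0344) and lost the call in 5 of the 8 fits that left out a library (adjusted p up to 0.116). Its body is 43.0% free of other genes. Prox1 fell when adjusted over the list alone (0.0341), and Vip did not differ (log2 fold change -0.29, edgeR adjusted p = 0.369). In the SST class list (camera adjusted p = 0.516), Calb1 fell from 198 ± 22.7 to 120 ± 12.3 CPM (SD, n = 4 each; edgeR adjusted p = 0.00328). Sst did not differ (log2 fold change -0.09, edgeR adjusted p = 0.85), and Crhbp fell when adjusted over the list alone (0.0339). In the LAMP5 class list (camera adjusted p = 0.414), Gabrd (chromosome 4, 155384980 to 155398112), which encodes the delta subunit of the GABA-A receptor, rose from 37.1 ± 5.22 to 97.9 ± 6.63 CPM (SD, n = 4 each; log2 fold change 1.40, edgeR adjusted p = 1.67e-05). Lamp5 did not differ (log2 fold change -0.09, edgeR adjusted p = 0.958). Npy is a member of both the SST and the LAMP5 lists.

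**Figure D3:**
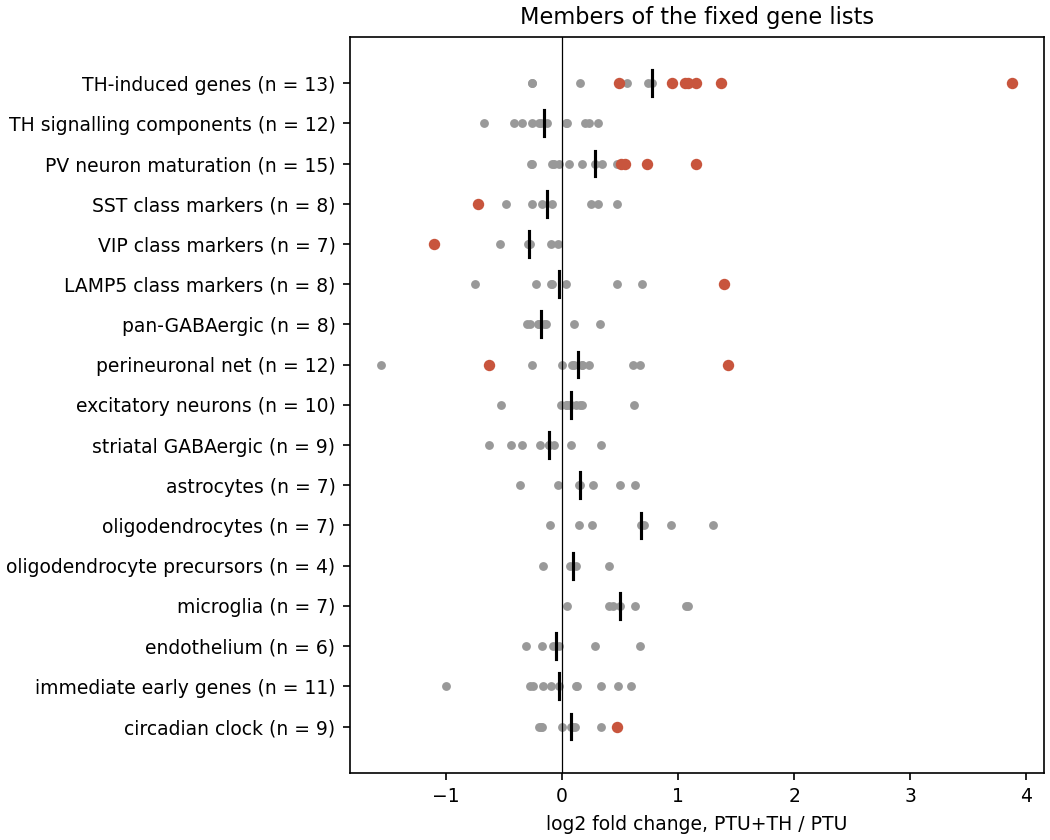
Log2 fold change of PTU+TH over PTU (horizontal axis) of each tested member of the 17 fixed lists (rows, with the number tested), with members called over all genes in red and a bar at the list median. The TH-induced list has a median of 0.77, and the 7 VIP class members all lie below 0.

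In the perineuronal net list, the genes of the matrix around PV neurons, Hapln4 rose from 3.07 ± 0.64 to 8.28 ± 0.60 CPM and Ptprz1 fell from 555 ± 32.4 to 359 ± 18 CPM (SD, n = 4 each; edgeR adjusted p = 0.0015 and 0.00892). Without PTU+TH mouse 15, Ptprz1 was at 0.0519. Acan and Bcan rose when adjusted over the list alone (0.0168 each, log2 fold changes 0.61 and 0.67), and the list did not differ (camera adjusted p = 0.25). In the circadian clock list (camera adjusted p = 0.516), Arntl was called, with a rise from 79.4 ± 4.8 to 110 ± 7.65 CPM (SD, n = 4 each; edgeR adjusted p = 0.0109).

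The remaining lists had 0 called members over all genes and 0 adjusted over the list alone. Their camera adjusted p-values were 0.18 for pan-GABAergic genes, 0.714 for excitatory neurons, 0.43 for striatal GABAergic neurons, 0.636 for astrocytes, 0.111 for oligodendrocytes, 0.716 for oligodendrocyte precursors, 0.11 for microglia, 0.716 for endothelium and 0.716 for immediate early genes. All 7 tested microglia members rose (median log2 fold change 0.50). Of the 7 tested oligodendrocyte members 6 rose and 1 fell (median 0.68). The oligodendrocyte and microglia lists passed 0.05 without PTU+TH mouse 14 (camera adjusted p = 0.0221 for both), and the microglia list also without mouse 16 (0.0392). Without PTU+TH mouse 15 both were at 0.389. Mouse 15 had the highest mean log2 CPM of the 8 libraries in the microglia list (2.74, next 1.95) and in the oligodendrocyte list (3.92, next 3.27). The rises of these lists thus rest in part on 1 library. The non-neuronal genes Slc1a2, Mbp and Cldn5 averaged 146, 65.8 and 24.8 CPM over the 8 libraries, and none of these 3 differed between the groups (edgeR adjusted p = 0.536, 0.787 and 0.975).

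**Figure D4:**
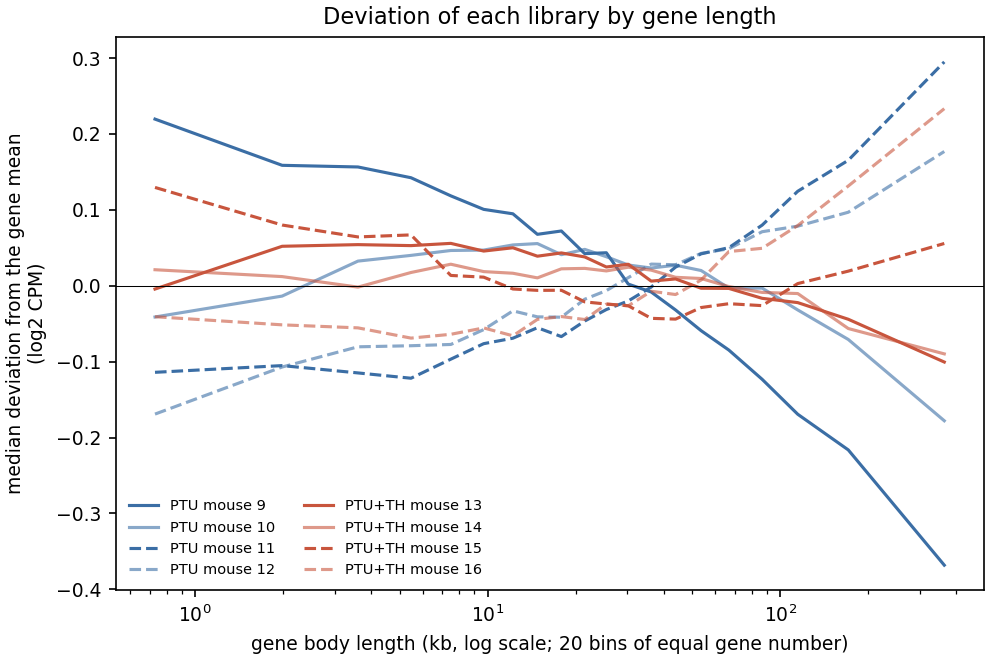
Median deviation of each library from the gene means in log2 CPM (vertical axis) over 20 bins of gene body length in kb (log axis), in blue for PTU and red for PTU+TH, with solid lines for mice 9, 10, 13 and 14 and dashed lines for the others. Long genes are lowest in mouse 9 (Spearman correlation of deviation with length over genes -0.41) and highest in mouse 11 (0.32), both of the PTU group, and mouse 15 (-0.077) lies near mice 10, 13 and 14 (-0.113, -0.136 and -0.107) rather than with mice 12 and 16 (0.248 and 0.237).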

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

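The test of endothelial genes was chosen after the value was seen. Single libraries far from the other 3 of their group were sought in 168 sets of 4 values, and 9 were found, where chance gives about 5% or 8.4 sets. Their number is thus close to what chance alone gives, a technical cause was tested only for Cldn5, and no biological explanation was tested because the libraries of a group carry no further labels.

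For each, the gap to the nearest library is given as a share of the range of the 4. Styk1 in PTU+TH mouse 16 was at 2.62 CPM against 1.31 to 1.41 in the other 3 (0.922). Htr3a in PTU mouse 9 was at 11.4 CPM against 6.25 to 6.83 (0.888). Kcnab1 in PTU+TH mouse 16 was at 81.5 CPM against 66.4 to 68.5 (0.859). Lamp5 in PTU+TH mouse 13 was at 64.3 CPM against 39.1 to 39.5 (0.983). Thra in PTU mouse 10 was at 147.7 CPM against 160.2 to 161.6 (0.897). Mbp in PTU mouse 9 was at 66.1 CPM against 61.0 to 61.7 (0.862). Gm47283 in PTU+TH mouse 16 was at 94.4 CPM against 44.8 to 52.4 (0.848). Per2 in PTU mouse 12 was at 57.3 CPM against 45.6 to 45.8 (0.988).

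Cldn5, an endothelial gene, was at 69.1 CPM in PTU mouse 10 against 7.17 to 16.9 (0.843). All 5 other tested genes of the endothelium list were also highest in mouse 10 among the PTU libraries, with Kdr at 22.6 CPM against 2.77 to 7.87 and Flt1 at 27.2 CPM against 3.67 to 11.3. A candidate explanation is nuclei or RNA of endothelium in that sort, since 5 of 5 other genes went the same way. None of the 17 list means stood apart in a single library of either group by the same ratio. The list means were taken on log2 CPM and the genes on CPM, and the log scale narrows gaps at the high end. The endothelium list mean was 4.39 in mouse 10 against 2.01 to 2.88 in the other PTU libraries, so this result does not speak against that explanation.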

How the results depend on the processing

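The alternatives planned before the data were examined and those added later (length, GC content, Y-linked libraries, gene overlap and mouse number) are as listed with the methods. No paired analysis was possible because the mouse numbers differ between the groups. Every called gene that was tested under an alternative kept its direction there.

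Against 368 genes (258 higher, 110 lower), the count was 40 (38 higher, 2 lower) when tested against a fold of 1.5, 145 (116 and 29) at an adjusted p under 0.01, 601 (383 and 218) at 0.1, 721 (439 and 282) with DESeq2, 126 (104 and 22) with Y-linked genes as a covariate, 991 (658 and 333) with a surrogate variable, 660 (403 and 257) with the length correction, 642 (428 and 214) with mouse number as a covariate and 58 (52 and 6) in the 6 libraries with Y-linked counts. Of the 368, DESeq2 shared 367, the surrogate variable 367, the length correction 360, the mouse number covariate 366, the Y-linked covariate 118 and the 6 libraries 55. The thresholds and the test against a fold act by construction, the 6 libraries hold fewer mice, and the Y-linked covariate correlates with the group (r = -0.58). For the others the cause was not tested. The share of higher genes, 70.1%, became 95% under the fold test, 82.5% with the Y-linked covariate, 89.7% in the 6 libraries and 80% at 0.01, and 80.6% without PTU mouse 10. Fits that each left out a library gave from 182 to 499 genes. Library totals alone gave 256 genes, and all other alternatives lay between 319 and 527. Scaling moved the median of all genes by at most -0.021.

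The TH-induced list was at 0.0709 with an estimated correlation and between 4.91e-11 and 1.5e-08 across the fits that left out a library. The PV maturation list was at 0.215 with fry and 0.642 with an estimated correlation, and between 0.000236 and 0.0835 across those fits. The VIP class list was at 0.173 with an estimated correlation and between 0.0094 and 0.0563. Lists that were not called passed or changed direction only in fits that left out a library, and there they ranged from 0.0221 to 0.389 for oligodendrocytes, 0.0221 to 0.389 for microglia, 0.292 to 0.956 for immediate early genes, 0.228 to 0.899 for excitatory neurons, 0.124 to 0.938 for astrocytes, 0.402 to 0.902 for oligodendrocyte precursors and 0.106 to 0.994 for endothelium. The direction changed in 12 such cases. The cause was not tested.

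The difference in library totals ranged from -1565660 to 874761 counts and that in detected genes from -220.7 to -45 genes when a library was left out.

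Of 65 genes named, 32 were called, of which 21 kept the call under all 13 alternatives and 11 lost it under at least 1. Single genes lost a call in 56 fits, 51 of them with a library left out. Of the uncalled genes, Thra, Rxrg, Acan and Bcan passed with DESeq2 and Kcnc1 with the mouse number covariate, under which Robo3 lost its call and no list call changed. Direction changed for 8 uncalled genes. Across the fits that left out a library, log2 fold changes ranged from -0.16 to 0.14 for Kcnc2 (0.0141 with the mouse number covariate), -0.0265 to 0.1306 for Mef2c, -0.21 to 0.072 for Erbb4, -0.17 to 8e-04 for Sst, -0.30 to 0.16 for Lamp5, -0.14 to 0.37 for Slc17a7, -0.0439 to 0.26 for Mbp and -0.56 to 0.98 for Cldn5, which was also at 0.10 with limma voom and 0.1582 with the mouse number covariate. Changes under a log2 fold of 1 are those that the depth and number of libraries limit most.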

Other observations

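The tests of sex, gene length, GC content, long genes, PV share, time of day, Tsix, overlapping genes and Gm47283 were chosen after the data had been seen, while those of other splits, excitatory nuclei and neighbouring genes were set down before their results.

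The 368 genes called between PTU+TH and PTU were set against technical explanations. Of the 35 splits of the 8 libraries into 4 and 4, 1 gave as many genes, the real split, and the next largest count was 73. After correction of each library for gene length 360 of the 368 stayed called, after correction for GC content 340 did, and with the excitatory neuron list as a covariate 368 did. The excitatory list hardly differed between the groups (median log2 fold change 0.07), so this covariate could remove few calls whatever their cause. Carry-over of other cells was not tested with a covariate, although the microglia and oligodendrocyte lists had medians of 0.50 and 0.68. Of the called genes 4.62% had a called gene of the same direction within 10 kb. That is 17 genes, more than the median of 4 in 10000 random draws of as many genes (permutation p = 6e-04), so reads that run on past a gene end may add a few calls but not most of them. Gabrd is among these 17, but its neighbour, the gene model 5830444B04Rik, averaged 3.96 CPM against 67.5 for Gabrd, too few to supply its rise. An effect of the hormone on these transcripts is the hypothesis that the design names, and it was found and tested on the same libraries.

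PTU+TH mice 15 and 16 had 0 counts of 4 Y-linked genes and 129 and 127 counts of Tsix, the antisense transcript of Xist, against at most 8 in the other 6 libraries. These values are consistent with 2 female mice in the PTU+TH group and none in the PTU group (lowest Tsix count of the 2 libraries, 127). Xist was listed at 0 in all 8, as are other genes that lie inside another gene. Sex is thus partly confounded with treatment. In the 6 libraries with Y-linked counts 58 genes were called, 55 of them among the 368, and sex cannot have produced calls where it does not differ. Of called genes 2.45% lay on the X chromosome against 3.57% of tested genes (Fisher's exact test, two-sided, p = 0.318). For the other calls a test with separate libraries was run. The 100 genes with the smallest p between mice 15 and 16 and PTU mice 11 and 12 went the same way in 89% of cases in mice 13 and 14 against PTU mice 9 and 10, where mixed pairs of those 4 libraries gave at most 53%. With the PTU pairs exchanged the share was 75%, no more than the 75% of a mixed pair. In the exchanged arrangement each comparison crosses the sets of mice 9, 10, 13, 14 and 11, 12, 15, 16, in opposite directions. A difference between the sets can thus lower that share whatever the role of sex. The log2 fold changes were smaller in the libraries not used to pick the genes. Their median ratio was 0.644 in the first arrangement and 0.348 with the PTU pairs exchanged. In the 6 libraries all 368 called genes kept their direction, with a median of 0.966 times the log2 fold change over all 8, and within mice 9, 10, 13 and 14 the median was 0.949. These values go against sex as the source of most calls, but the genes were chosen on all 8 libraries, mice 13 and 14 among them, which fixes the direction and part of the size. For single calls outside the 55 a sex effect and a treatment effect therefore cannot be told apart here. With the Y-linked covariate 118 of the 368 stayed called.

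Mice 9, 10, 13 and 14 stood apart from mice 11, 12, 15 and 16 in 73 genes, 71 of them higher in the second set, and 0 of the 73 were among the genes called for treatment. Their median gene body was 314 kb long, against 23.5 kb for all tested genes. After the length correction 1 of the 73 stayed called, and their median absolute log2 difference went from 0.64 to 0.29, with all 73 in the same direction. A trend with gene length that differs between libraries is a candidate explanation, but it is not shared evenly within the sets. The Spearman correlation of deviation with length was 0.315, 0.248 and 0.237 in mice 11, 12 and 16 and -0.077 in mouse 15, close to mice 10, 13 and 14 (-0.113, -0.136 and -0.107). A common batch was not tested apart from this trend. In all 73 genes mice 11 and 12 lay on the same side of mice 9 and 10, which the choice of genes fixes. For single genes of the 73 a part played by sex therefore cannot be told apart from the split. The length trend does not rest on that choice. Mice 9 to 12 all had Y-linked counts, yet the correlation was -0.411 and -0.113 in mice 9 and 10 against 0.315 and 0.248 in mice 11 and 12. Mice 15 and 16, without Y-linked counts, differed from each other (-0.077 and 0.237). These values argue against sex as the source of the length trend. Each set holds 2 mice of each group, so the sets are balanced over treatment by design.

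Among protein-coding genes whose body lies inside a gene of the opposite strand, 747 of 748 were listed at 0 in all libraries. Reads counted over whole gene bodies without regard to strand, with reads shared by overlapping genes dropped, may explain this. The biological alternative, silence of nearly all such genes, was not tested, but Gfap, Dlx1, Per3 and P2ry12 are among the genes at 0, so absence of counts for a nested gene says nothing about its expression.

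The rise of 4 PV maturation genes may reflect more RNA per PV nucleus or a larger share of PV nuclei in the sort. Of the 15 tested members 7 lay more than 2 standard errors below the smallest called rise (0.51), which a larger share would not give if all members were specific to PV neurons. Several members, such as Erbb4 and Mef2c, are abundant here and from general knowledge are also expressed in other GABAergic classes, so the 2 explanations cannot be told apart with these libraries. The fall of all 7 VIP class members leaves a shift in class shares open as well.

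Dbp and Arntl both rose, by log2 fold changes of 1.09 and 0.47. From general knowledge these genes peak at opposite times of day, so a different hour of collection would move them apart, and it is thus unlikely to explain both rises. It stays open for Arntl alone if Dbp rose through TH. Per1 and Per2, at -0.20 and -0.18, were not called, but changes of that size can be missed with these libraries, so they do not decide it.

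Gm47283, annotated on chromosome Y (90784738 to 90816464) and chosen after its values were seen, rose by a log2 fold change of 2.45 (edgeR adjusted p = 0.0022). It had 987 and 1984 counts in the 2 libraries without Y-linked counts, so the reads may come from a copy outside the Y-specific region (lowest count 987), and the gene's position is uncertain. What raised it in PTU+TH was not tested.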
